# Mogrol Attenuates Osteoclast Formation and Bone Resorption by Inhibiting the TRAF6/MAPK/NF-κB Signaling Pathway *In vitro* and Protects Against Osteoporosis in Postmenopausal Mice

**DOI:** 10.3389/fphar.2022.803880

**Published:** 2022-03-09

**Authors:** Yongjie Chen, Linlin Zhang, Zongguang Li, Zuoxing Wu, Xixi Lin, Na Li, Rong Shen, Guojun Wei, Naichun Yu, Fengqing Gong, Gang Rui, Ren Xu, Guangrong Ji

**Keywords:** osteoporosis, osteoclast, mogrol, TRAF6, RANKL, MAPK, NF-κB

## Abstract

Osteoporosis is a serious public health problem that results in fragility fractures, especially in postmenopausal women. Because the current therapeutic strategy for osteoporosis has various side effects, a safer and more effective treatment is worth exploring. It is important to examine natural plant extracts during new drug design due to low toxicity. Mogrol is an aglycon of mogroside, which is the active component of *Siraitia grosvenorii* (Swingle) and exhibits anti-inflammatory, anticancer and neuroprotective effects. Here, we demonstrated that mogrol dose-dependently inhibited osteoclast formation and function. To confirm the mechanism, RNA sequencing (RNA-seq), real-time PCR (RT–PCR), immunofluorescence and Western blotting were performed. The RNA-seq data revealed that mogrol had an effect on genes involved in osteoclastogenesis. Furthermore, RT–PCR indicated that mogrol suppressed osteoclastogenesis-related gene expression, including CTSK, ACP5, MMP9 and DC-STAMP, in RANKL-induced bone marrow macrophages Western blotting demonstrated that mogrol suppressed osteoclast formation by blocking TNF receptor-associated factor 6 (TRAF6)-dependent activation of the mitogen-activated protein kinase nuclear factor-B (NF-κB) signaling pathway, which decreased two vital downstream transcription factors, the nuclear factor of activated T cells calcineurin-dependent 1 (NFATc1) and c-Fos proteins expression. Furthermore, mogrol dramatically reduced bone mass loss in postmenopausal mice. In conclusion, these data showed that mogrol may be a promising procedure for osteoporosis prevention or therapy.

## Introduction

Osteoporosis is a condition that affects bone density and strength, as well as microarchitecture, resulting in fragility fractures of the hip, vertebrae, and wrist (NIH Consensus Development Panel on Osteoporosis Prevention Diagnosis and Theraphy, 2001). Approximately 25% of all women aged 65 or older are affected by osteoporosis, and rapid rates of bone loss occur postmenopausal (Ensrud and Crandall, 2017). Fractures of the hip and spine caused by osteoporosis increase the risk of fatal consequences such pneumonia and thromboembolic illness (Center et al., 1999). Therefore, osteoporosis has been one of the main health problems of postmenopausal women.

Inhibiting resorption or increasing bone formation has been selected as the main therapeutic strategy for osteoporosis. In bone-forming treatments, teriparatide and abaloparatide are the main drugs. However, nausea, headache and dizziness are common side effects of teriparatide or abaloparatide (Miller et al., 2016). Furthermore, several preclinical investigations have demonstrated that these medications enhance the incidence of osteosarcoma by concentration-dependently in rats (Vahle et al., 2008; Jolette et al., 2017). Antiresorptive medicines, such as asisphosphonates, RANKL antibodies, and selective estrogen receptor modulators (SERMs), target osteoclasts, inducing their apoptosis or inhibiting their formation or recruitment (Langdahl, 2021).

Osteoclasts are the primary agents of bone resorption. A sealing zone would be created after osteoclasts bind to the bone surface via αvβ_3_ integrin. A highly acidic microenvironment is maintained by the proton pumps and chloride channels of osteoclasts, which facilitates the catalytic activity of cathepsin K, which is a sort of lysosomal protease that breaks down collagens. Osteoclasts originate from monocytes and macrophage-derived cells that are maintained by macrophage colony-stimulating factor (M-CSF). The formation of osteoclast precursor cells to mature osteoclasts highly dependent on RANKL. Following RANKL stimulation of RANK, the key regulatory transcription factors and enzymes were activated, resulting in the promotion of osteoclast differentiation, fusion, and proliferation. TRAF6, for example, is activated when RANKL binds to RANK, which has been found to activate the protein kinase TGF-β-activated kinase (TAK1) (Xia et al., 2009). TAK1 then activated the canonical IκB kinase (IKK) complex. NF-κB, protein kinase Tp12 and mitogen-activated protein (MAP) kinase kinases (MKKs) are activated in response to IKK activation (Beinke et al., 2004; Lopez-Pelaez et al., 2014). When activated, MKKs activate c-Jun N-terminal kinases and p38 MAP kinases. MEK1 and MEK2 are activated by activated Tp12, which stimulates extracellular signal-regulated kinase 1 (ERK1) and ERK2 (Strickson et al., 2017). After activating the MAPK and NF-κB signaling pathways, NFATc1, a critical regulator of osteoclastogenesis, is eventually increased (Asagiri et al., 2005). These antiresorptive drugs treat osteoporosis by inhibiting different osteoclast physiologies. Although these drugs are effective, long-term administration is limited due to their side effects (Siris et al., 2009).

It is meaningful to find derived chemical agents or compounds that possess antiresorptive properties. Mogrol is an aglycon of mogroside, which is the active ingredient of *Siraitia grosvenorii* (Swingle). As an herbaceous native plant, *Siraitia grosvenorii* (Swingle) is a sugar substitute or traditional Chinese medicine for alleviating lung congestion, dry coughs and colds in China (Li et al., 2014). Mogrol has several pharmacological characteristics, including anti-inflammatory effects by activating AMPK signaling (Liang et al., 2021), antileukemic effects via ERK and STAT3 inhibition (Liu et al., 2015), and neuroprotective effects by inhibiting NF-κB signaling (Chen et al., 2019). Despite its great array of biological advantages, it is unknown whether mogrol affects osteoporosis and osteoclasts. This research found that mogrol suppressed the production and activity of osteoclasts derived from BMMs *in vitro*. Additionally, we also demonstrated that mogrol blocked TRAF6 recruitment, reduced MAPK and NF-B signaling activation, and ultimately restricted NFATC1 and c-FOS expression. Furthermore, we further observed that mogrol treatment reduced bone loss in mice after ovariectomy (ovaries were removed) (OVX). In summary, the outcomes of this research indicate that mogrol may promise an application for preventing or treating osteoporosis.

## Materials and Methods

### Mice and Reagents

C57BL/6J mice were acquired from Xiamen University’s Study Animal Center, and all animal investigations were authorized by Xiamen University’s Animal Care and Use Committee (XMULAC20210037). Chengdu Must Biotechnology (Chengdu, China) have supplied mogrol with a purity >98%. Dimethylsulfoxide (DMSO) was used to dissolve mogrol. Biological Industries (BI, Beit Haemek, Israel) supplied alpha-modified Eagle’s medium (α-MEM) and penicillin–streptomycin solution. Gibco (Thermo Fisher Scientific, Waltham, United States) supplemented with fetal bovine serum (FBS). Recombinant M-CSF and RANKL were acquired from R&D Systems (Minneapolis, MN, United States). Cell Signaling Technology (Danvers, United States) provided antibodies (p-ERK, ERK, p-P38, P38, p-JNK, JNK, p-P65, P65, and IκBα). Antibodies against c-FOS and TRAF6 were obtained from Abcam (Cambridge, United Kingdom). Anti-NFATc1 antibody was acquired from Santa Cruz Biotechnology (CA, United States). Anti-GAPDH antibody was purchased from Proteintech (Wuhan, China). Dojindo (Kyushu Island, Japan) provided Cell Counting Kit-8 (CCK-8). Beyotime Biotechnology, Ltd. (Shanghai, China) provided Annexin V-FITC apoptosis kits.

### Cell Culture and Differentiation Assay

BMMs were flushed from the hind leg of C57BL/6J mice aged 6 weeks and then cultivated with complete α-MEM and 25 ng/ml M-CSF. After 3 days, the media was replenished. BMMs were then digested and planted at a density of 6×10^3^ cells/well onto 96-well plates and cultivated overnight. After adherence, 30 ng/ml RANKL was used to initiate BMMs differentiation and various doses of mogrol was used to simultaneously treat these cells. Every 2 days, the cultural media were changed. Tartrate-resistant acid phosphatase (TRAP) was utilized to stain the cells fixed with 4% paraformaldehyde (PFA) on the fifth day. For the purpose of determining which stage of osteoclastogenesis was suppressed, BMMs were cultivated with mogrol and RANKL for 1, 3, or 5 days. At 6th day, the TRAP staining was conducted. Under a microscope (Olympus IX51, Japan), TRAP-positive cells with three or more nuclei were regarded as mature osteoclasts.

### Cytotoxicity Assay

CCK-8 and flow cytometry were conducted to oberve the cytotoxic impact of mogrol on BMMs. For cell viability analysis, BMMs were treated with or without varying doses of mogrol (2.5, 5, 10, 20, 40, 80, or 160 μM). After 48 or 96 h of culture, cells were treated with CCK-8 solution for 2 h before being scanned with a multimode scanner at 450 nm (Biotek, United States). Apoptotic cell death caused by mogrol was quantified utilizing an Annexin-V-FITC apoptosis detection kit. BMMs were seeded onto 10 cm disks incubated with mogrol (or 0.1% DMSO) after being allowed to adhere for 48 h. FITC-labeled Annexin V and PI were utilized to incubate the cells for 15 min after being digested, washed and resuspended, and then examined using flow cytometry (Beckman, United States).

### Immunofluorescence Staining

F-actin staining was used to explore whether mogrol affected the actin cytoskeleton. BMMs stimulated with RANKL were cultured with 20 μM mogrol on 35 mm confocal plates for 5 days, and the control group was treated with 0.1% DMSO. Next, 4% PFA was used to fix these cells, which were then permeabilized with 0.1% Triton X-100 and incubated with 3% bovine serum albumin (BSA). Following these preceding processes, rhodamine-conjugated phalloidin was tuilzed to stain the cells, and their nuclei were counterstain by 4′,6-diamidino-2-phenylindole (DAPI). BMMs were incubated overnight without or with RANKL and/or mogrol to detect the intracellular localization of P65. The cells were treated with a P65 antibody (1:200) and a secondary antibody (1:1,000) following fixation and permeabilization. DAPI was used to counterstain the nuclei. On a confocal fluorescence microscope (Leica, Germany), we analyzed the fluorescence of podosomal belts and the intracellular location of P65. Quantitative analysis of F-actin length was performed using ImageJ software.

### Bone Resorption Analysis

BMMs were planted on bovine bone slices with stimulation of 30 ng/ml RANKL for 5 days. After forming mature osteoclasts, cells were then incubated with varying doses of mogrol (0, 5, 10, 20 μM) for 3–4 days. Scanning electron microscopy was used to examine and capture resorption on bone slices. The resorption pit was calculated using ImageJ software.

### RNA-Seq and RT–PCR

Total RNA was extracted from BMMs that had been stimulated with 30 ng/ml RANKL and treated without or with 20 μM mogrol for 5 days using an RNA isolation kit (Vazyme, Nanjing, China) based on the manufacturer’s protocol. GENEWIZ, Inc. (Suzhou, Jiangsu, China) prepared and sequenced RNA libraries on an Illumina HiSeq platform. We obtained reference genome sequences indexed by Hisat2 (v2.0.1) and gene model annotation files for related species from genome websites such as UCSC, NCBI, and ENSEMBL. Hisat2 software was used to align clean data to the reference genome. Differential expression analysis was performed using DESeq2 Bioconductor software. Dispersion and logarithmic fold change estimates were computed using data-driven prior distributions, and the Padj of genes was adjusted to 0.05 to identify genes that were differentially expressed between the two groups of subjects. GOSeq (v1.34.1) was used to categorize Gene Ontology (GO) items and generate a list of enriched genes with Padj values< 0.05. Using in-house scripts, we identified significantly differentially expressed genes in KEGG pathway annotations.

RT–PCR was utilized to examine osteoclastogenesis marker gene expression. BMMs were cultured with complete α-MEM containing 25 ng/ml M-CSF, 30 ng/ml RANKL and various dose of mogrol (0, 5, 10, 20 μM) in 6-well plates. At the fifth day, total RNA was isolated utilizing an RNA isolation kit. Five hundred nanograms of RNA was utilized to reverse transcribe complementary DNA (cDNA) by Vazyme’s HiScript II Q RT SuperMix (Nanjing, China) for qPCR. The cDNA was then used as a template for qPCR, and ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) was used to examine gene expression. The 2^-△△CT^ method was used to normalize the expression of the identified genes to that of β-actin. Table 1 contains the primer sequences.

**TABLE 1:** The primer sets used are as follows.

ACP5	Forward: 5′-TGT​GGC​CAT​CTT​TAT​GCT-3′
	Reverse: 5′-GTC​ATT​TCT​TTG​GGG​CTT-3′
DC-STAMP	Forward: 5′-CTT​GCA​ACC​TAA​GGG​CAA AG-3′
	Reverse: 5′-TCA ACAGCTCTGTCGTGA CC-3′
ATP6V0d2	Forward: 5′-GTG​AGA​CCT​TGG​AAG​ACC​TGA​A-3′
	Reverse: 5′-GAG​AAA​TGT​GCT​CAG​GGG​CT-3′
MMP-9	Forward: 5′-CGT​GTC​TGG​AGA​TTC​GAC​TTG​A-3′
	Reverse: 5′-TTG​GAA​ACT​CAC​ACG​CCA​GA-3′
CTSK	Forward: 5′-GGC​CAA​CTC​AAG​AAG​AAA​AC3′
	Reverse: 5′GTG​CTT​GCT​TCC​CTT​CTG​G-3′
β-Actin	Forward: 5′-TCT​GCT​GGA​AGG​TGG​ACA​GT-3′
	Reverse: 5′-CCT​CTA​TGC​CAA​CAC​AGT​GC-3′

Abbreviations: ACP5, acid phosphatase 5; ATP6V0d2, ATPase H+ transporting V0 subunit D2; CTSK, cathepsin K; DC-STAMP, dendritic cell-specific transmembrane protein; MMP-9, matrix metallopeptidase 9.

### Western Blotting

To observe the impact of mogrol on early RANKL-stimulated signaling events over a short time course, BMMs were fasted for 4 h, pretreated with or without 20 μM mogrol, and then activated by 50 ng/ml RANKL at 0, 5, 10, 20, 30, or 60 min in 6-well plates. To study late RANKL-stimulated signaling events, BMMs were cultured with or without 20 μM mogrol for 0, 1, 3, or 5 days with stimulation of RANKL. Total cellular proteins were extracted, separated and transferred to nitrocellulose membranes, which were then treated overnight at 4°C with moderate shaking with primary antibodies after being blocked for 1 h with 5% BSA. After rinsing the membranes, secondary antibodies conjugated to horseradish peroxidase (HRP) (CST, Danvers, MA, United States) were added to the blots. After incubation for 1 h, the membranes were submitted to chemiluminescence (Beijing Sage Creation, China).

### OVX Mouse Model

Eighteen female C5BL/6J mice aged 12 weeks were prepped to establish an OVX mouse model and then randomly split into 3 groups (*n* = 6): sham (without surgery), OVX and mogrol group (with surgery plus 10 mg/kg mogrol). After the mice were anesthetized with isoflurane, all mice underwent OVX operations or sham. A 0.5–0.8 cm incision was made in the midline of the back to remove the ovaries. One week after surgery, the mice of the sham or OVX group were administered intraperitoneally normal saline, and the mice of the mogrol group were injected 10 mg/kg mogrol intraperitoneally every second day. At 7th week, all of the mice were sacrificed. For future experiments, the femurs were collected and preserved in 70% ethyl alcohol.

### Micro-Computed Tomography (CT) Analysis

After scanning each femur using micro-CT (SkyScan, United States), the images were utilized to generate three-dimensional (3D) reconstructions of the femur. Testing parameters: 60 kV (source voltage), 160 μA (source current), rotation step of 0.4°, AI 0.25 mm filter and a pixel size of 10 μm. The NRecon program was utilized to reconstruct the images from micro-CT scans. The region of interest (ROI) of trabecular bone was set at 0.5 mm above the distal femur growth plate and 1 mm in length, while the cortical bone ROI was defined as 1 mm in height in the midpiece, and binarization was performed using a constant threshold (80–255). With the use of the cTAn program, some parameters were analyzed, including bone volume/tissue volume (BV/TV), trabecular thickness (Tb. Th), trabecular separation (Tb. Sp), trabecular number (Tb. N), bone surface/bone volume (BS/BV), and cross-sectional thickness (Cs.th).

### Histological Assessment

The femurs were then dehydrated with gradient alcohol, infiltrated with a solution containing benzoylperoside, nonylphenolpolyglykoletheracetate, and methyl methacrylate, and finally embedded in methyl methacrylate (Hahn et al., 1991). Then, the blocks were sliced into 7 μm sections for von Kossa staining or 5 μm sections for TRAP staining. Images were acquired by light microscopy (Olympus, Japan) and analyzed by Osteomeasure (OsteoMetrics, Inc., United States). In von Kossa staining, the bone parameter BV/TV was used for analysis. While The osteoclast surface/bone surface area (Oc. S/BS) and the number of osteoclasts/bone perimeter (N. Oc/B) were analyzed by TRAP staining.

### Statistical Analysis

All data in this research are shown as the mean ± standard deviation (SD). Student’s t test was used to compare two groups, and one-way analysis of variance (ANOVA) with Dunnett’s (each group compared with the control group) or Tukey’s post hoc tests (each group compared with every other group) were employed for multiple comparisons. All data were acquired from at least three independent experiments. The results with *p<0.05, **p<0.01 or ***p<0.001 were regarded as statistically significant.

## Results

### Mogrol Suppressed RANKL-Stimulated Osteoclastogenesis Without Cytotoxicity

The toxicity of mogrol on BMMs was first investigated at 48 and 96 h. The CCK-8 assay revealed that mogrol (Figure 1A) had no cytotoxic effects at concentrations below 40 μM (Figure 1B). However, mogrol suppressed the proliferation of BMMs at a concentration of 80 μM and had a significant cytotoxic impact on BMMs at a concentration of 160 μM. Furthermore, there was no impact on BMM apoptosis in response to 20 μM mogrol for 48 h (Figure 1C). To demonstrate whether mogrol inhibits osteoclastogenesis, BMMs were cultivated with various dose of mogrol (0, 5, 10, 20 μM) with stimulation of RANKL. Multinucleated cells (three or more nuclei) stained for TRAP activity were regarded as mature osteoclasts. Mogrol inhibited osteoclast formation by dose-dependently. TRAP-positive multinucleated osteoclasts decreased from 236.67 ± 37.07/well in the absence of mogrol to 20.0 ± 6.08/well in the presence of 20 μM mogrol. Meanwhile, mogrol treatment significantly decreased the osteoclast area and quantity of multinucleated osteoclasts (5–10 or 10∼) by dose-dependently (Figures 2A,B). Therefore, 20 μM mogrol could inhibit osteoclast formation without cytotoxic effects. Next, BMMs activated with RANKL were cultured with or without 20 μM mogrol for 1, 3, or 5 days to demonstrate which stage of osteoclast formation was impacted. The findings indicated that mogrol’s inhibitory effect on osteoclast formation was particularly effective in the early stages (Days 1–3) (Figures 2C,D).

**FIGURE 1:**
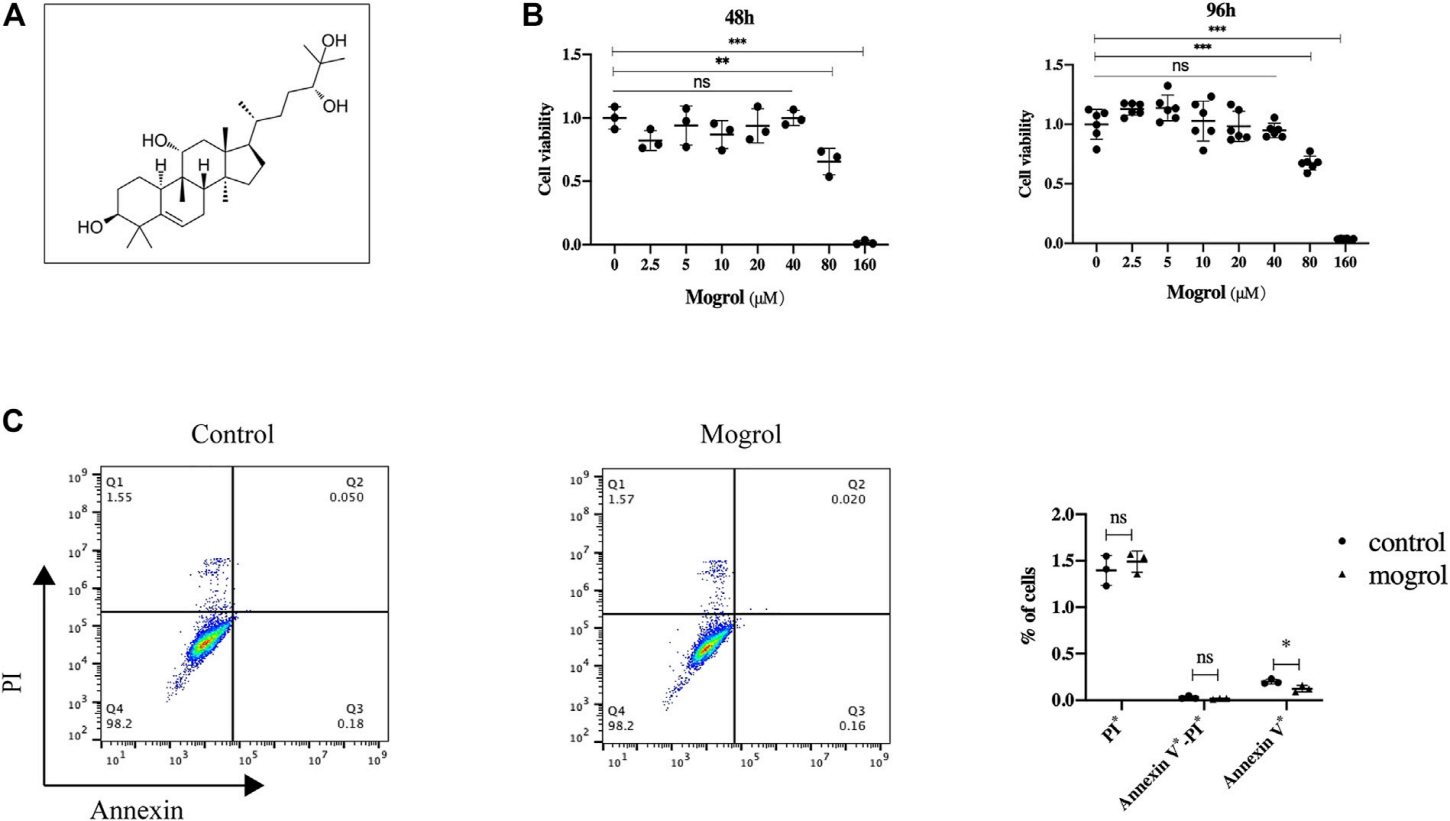
Mogrol has no toxic effect on BMMs. **(A)** Mogrol’s chemical structure. **(B)** After culturing for 48 or 96 h, a CCK-8 assay was conducted to study the impact of mogrol on BMM proliferation (*n* = 6). **(C)** Flow cytometry was utilized to analyze apoptosis of BMMs treated with 20 μM mogrol for 48 h. The histograms show the percentages of apoptotic and dead cells.

**FIGURE 2:**
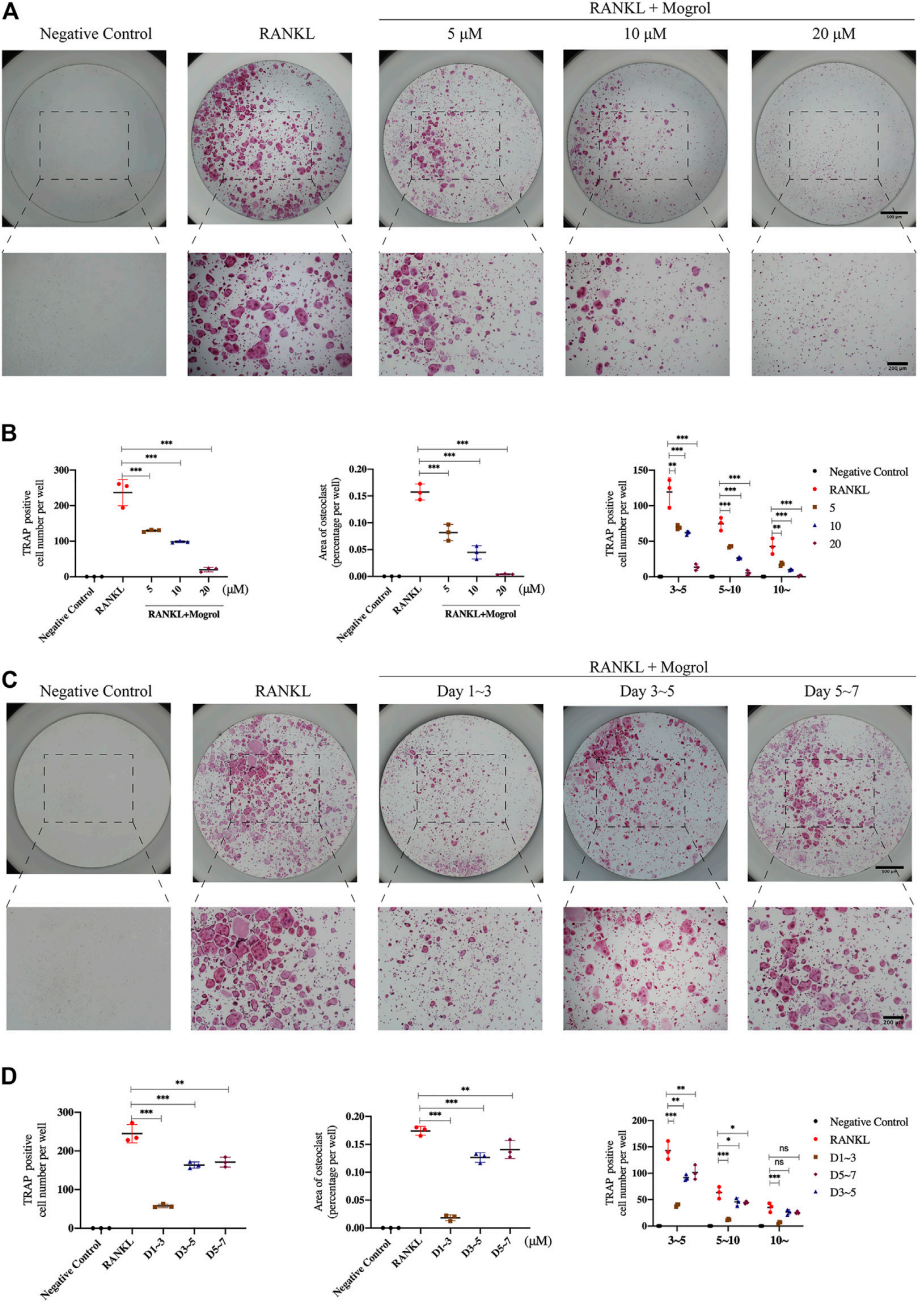
Mogrol attenuated RANKL-activated osteoclastogenesis by time- and dose-dependently. **(A)** BMMs cultured with 0, 5, 10, or 20 μM mogrol with the stimulation of 30 ng/ml RANKL (or not). After 5 days, these cells were fixed and stained with TRAP (*n* = 3). **(B)** TRAP-positive multinucleated (there or more) cells were regarded as mature osteoclasts. Quantity, area and size of mature osteoclasts were quantified and analyzed. **(C)** Images of TRAP staining of BMMs stimulated without (negative control group) or with RANKL and treated without (positive control group) or with 20 μM for 1, 3, and 5 days (*n* = 3). **(D)** Osteoclast number, osteoclast area, and osteoclast size were all quantified.

### Mogrol Inhibited Osteoclast Bone Resorption

The impact of mogrol on the function of osteoclast was next examined by staining F-actin rings with rhodamine-phalloidin to look for morphological alterations in the osteoclast cytoskeleton linked to bone resorption. BMMs were cultivated with or without of 20 μM mogrol for 5 days with stimulation of RANKL, and immunofluorescence staining was performed. (Figure 3A). The F-actin data indicated that 20 μM mogrol considerably minified the podosomal belt, which was compatible with the retardation of osteoclast differentiation. Then, to investigate whether mogrol suppresses osteoclast bone resorption in bovine bone slices, mature osteoclasts were generated from BMMs under RANKL stimulation and cultured with 0, 5, 10, or 20 μM mogrol. Scanning electron microscopy has been utilized to observe the slices (Figure 3C), and the bone resorption areas were quantified using ImageJ software. As shown in Figure 3B, mogrol significantly decreased the resorption area by dose-dependently, indicating that mogrol inhibits osteoclast resorption function.

**FIGURE 3:**
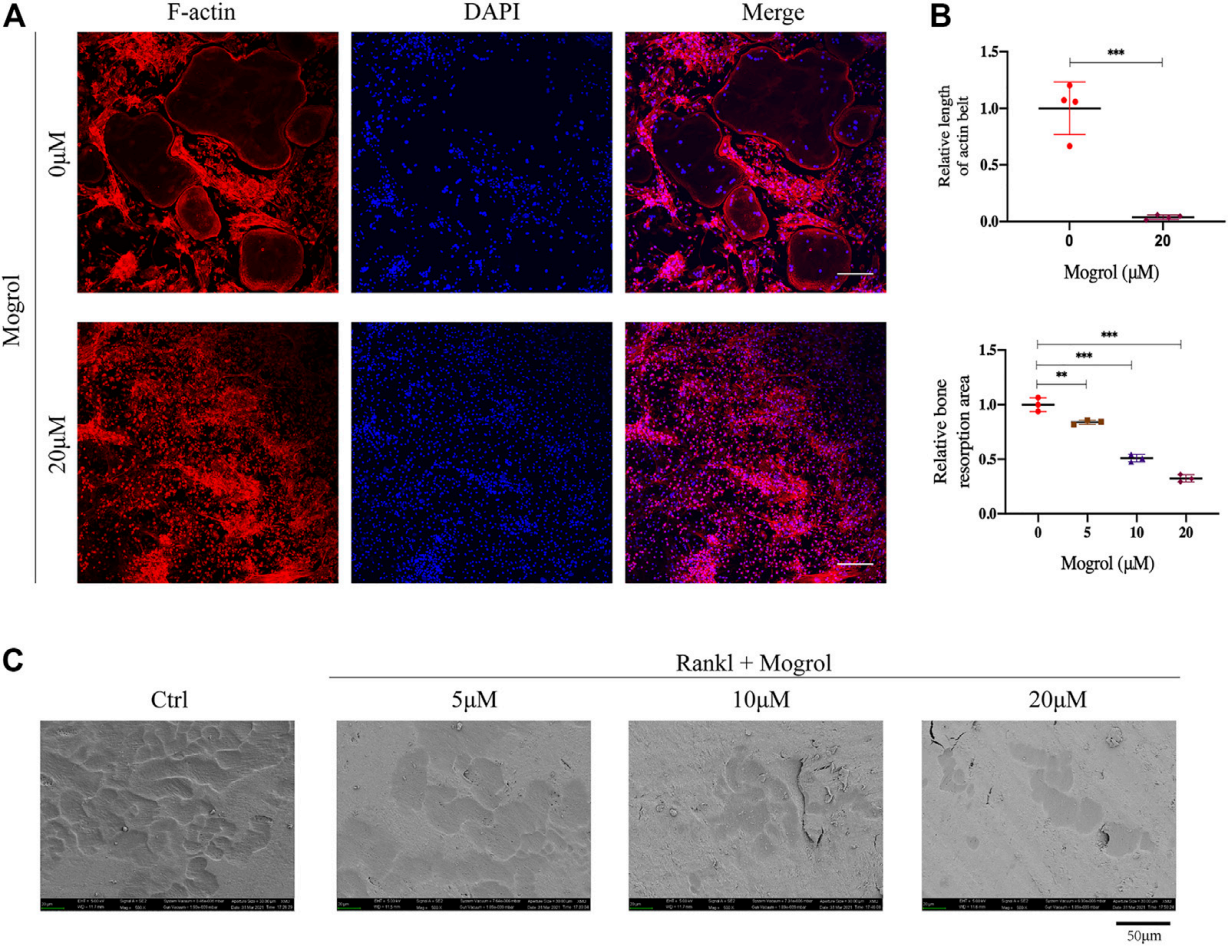
Mogrol inhibited the formation of the podosomal belt and bone resorption. **(A)** BMMs were cultivated with (or without) 20 μM mogrol with stimulation of 30 ng/ml RANKL. After 5 days, rhodamine-conjugated phalloidin was utilized to stain the podosomal belts of osteoclasts, and DAPI were used to label their nuclei (*n* = 3), scale **(B)** Images of the bone resorptive area captured by scanning electron microscopy. (*n* = 3). **(C)** ImageJ software was utilized to measure the resorption pit area and F-actin belt length. bar = 100 μm.

### RNA-Seq Results

To examine how gene expression in RANKL-induced BMMs was altered by mogrol, RNA-seq was used to perform comprehensive gene expression analysis on BMMs induced by RANKL and cultured without or with mogrol for 5 days. 

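BMMs are bone marrow macrophages, the mouse precursor cells that fuse into osteoclasts when they are given the cytokine RANKL. All 6 libraries came from BMMs kept with 30 ng/ml RANKL for 5 days, 3 without mogrol (control cells) and 3 with 20 μM mogrol (mogrol-treated cells). The authors aligned the reads with Hisat2, counted reads per gene, expressed them as FPKM and compared the groups with DESeq2. The paper's text names neither the counting program nor the genome build. The authors' deposited table holds 109 genes, all of which they had selected on these same 6 libraries at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. A new test on those genes is therefore not independent evidence that they changed. The coordinates of 107 of the 109 genes are those of the GRCm38 annotation, so positions are given on that build.
The table gives raw read counts and FPKM for each gene and library, from which the total number of reads behind each library was recovered to within 72 reads. The totals of the control libraries were 18522717, 18652439 and 18210838 reads, and those of the mogrol libraries 18501618, 18097882 and 18371342 reads. The 109 genes held 2.13% ± 0.122 (SD, n = 3) of the reads in control cells and 1.24% ± 0.0235 (SD, n = 3) in mogrol-treated cells. Counts were tested with edgeR's quasi-likelihood test on these totals, with Benjamini-Hochberg adjustment over the 109 genes and no shrinkage of the fold change. The study's own DESeq2 fold changes were shrunken and scaled by size factors. Against the library totals those size factors were 0.07 higher on the log2 scale in mogrol-treated cells, so each fold change lies lower by that amount when they are used. Counts of further genes came from the paper's supplementary table of all genes, of which 716 of 55401 rows were used here. Those rows are the first by gene identifier, not by result. For the 3 genes found in both tables the counts were identical in all 6 libraries. Over the genes of that table every pair of libraries of one condition differed by more than sampling noise, with a chi-square of 2.29 to 9.34 per degree of freedom, so each library was counted as 1 sample. Levels are given as RPM, the reads of a gene scaled to one common library total.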

The RNA-seq data revealed that in mogrol-treated cells, 64 genes were dramatically reduced <50%, while another 45 genes were considerably upregulated by > 2-fold compared to control cells (Figure 4A). 

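In edgeR's quasi-likelihood test, 62 of the 109 genes had a log2 fold change below -1 and 45 had one above 1, each with an adjusted p-value under 0.05. All 109 genes passed the adjusted p-value, the largest being 2.7e-07, and in all 109 the 3 mogrol libraries lay on one side of the 3 control libraries. Chance alone would give such separation for 10% of genes, but these genes had been chosen for their difference. The genes short of the 2-fold limit were Galnt6, with a log2 fold change of -0.95 (standard error 0.0826), and Igfbp5, with -0.99 (standard error 0.102); they are named because they fell short. With the size factors implied by the authors' mean counts, both passed it and 64 genes were lower. The choice that moved the counts most was limma on log2(FPKM + 1), which left 25 genes higher and 27 lower.
The 5 largest increases were those of Stmn2, Tnfsf4, Nrcam, Wfdc17 and Sucnr1, with log2 fold changes from 2.12 to 2.91. Stmn2 (chromosome 3, 8509360 to 8561606) rested on 5, 5 and 2 reads in control cells and 27, 30 and 35 in mogrol-treated cells. Its log2 fold change of 2.91 (standard error 0.441, adjusted p = 1.5e-10 from edgeR's quasi-likelihood test) compares with 1.16 in the authors' deposited table. Nrcam (chromosome 12, 44328885 to 44601964), which overlaps other annotated genes, rose from 3.57 ± 0.228 to 17.1 ± 1.69 RPM (SD, n = 3). The 5 largest decreases were those of Adgrb1, Gm4610, Hs3st4, Cyp26b1 and Corin, with log2 fold changes from -3.19 to -2.33. Gm4610 lies antisense to Bcar3, and since the paper's text does not say whether strand was used in counting, its value is uncertain. Adgrb1, Hs3st4 and Corin also overlap other annotated genes. Adgrb1 (chromosome 15, 74516195 to 74589465) had 51, 53 and 64 reads in control cells and 5, 5 and 8 in mogrol-treated cells, a log2 fold change of -3.19 (standard error 0.364), against -1.73 in the authors' deposited table. Corin (chromosome 5, 72300025 to 72504473) fell from 15.8 ± 1.03 to 3.15 ± 0.455 RPM (SD, n = 3).

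**Figure D1:**
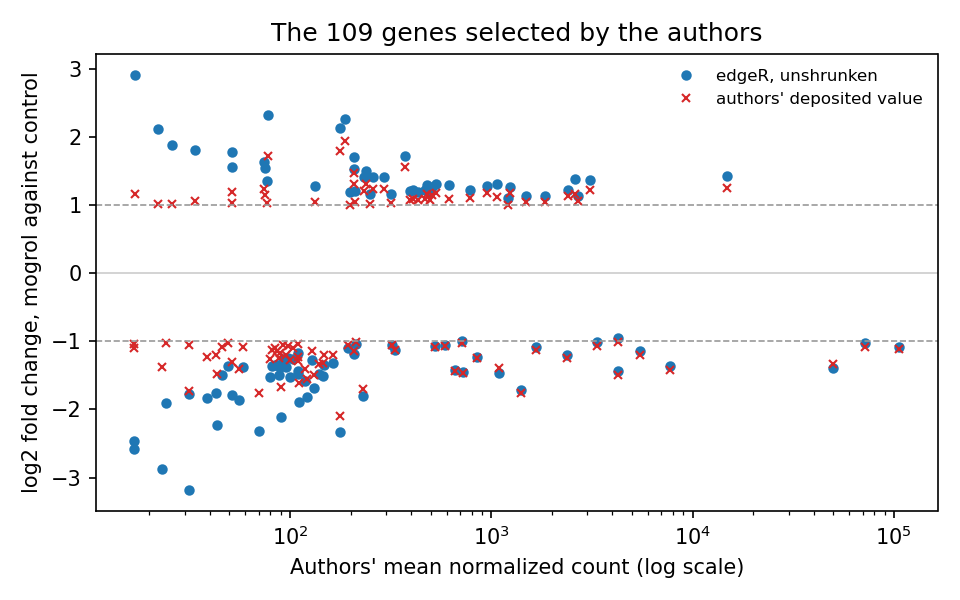
Log2 fold change of the 109 genes (vertical axis) against the authors' mean normalized count (horizontal axis, log scale). Circles are unshrunken edgeR values, crosses are the authors' deposited values, and dashed lines mark a log2 fold change of 1 and -1. The circles and crosses lie farthest apart for genes with few reads, such as Stmn2 at 2.91 and 1.16.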

Osteoclastogenesis suppressive genes such as lilrb4a and Fcgr3 (Onuora, 2015) were among the 45 upregulated genes, while CTSK, an osteoclast-specific gene, was among the 64 downregulated genes. Additionally, the expression of other osteoclastogenesis genes, including MMP9, OSCAR and ACP5, were lower in mogrol-treated cells. 

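Lilrb4a (ENSMUSG00000112148, GRCm38 chromosome 10, 51490956 to 51496611) encodes an inhibitory immunoglobulin-like receptor. It had 92.9 ± 8.24 RPM in control cells and 204.3 ± 12.4 in mogrol-treated cells (SD, n = 3). The log2 fold change was 1.14 (standard error 0.0853, adjusted p = 1.7e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 109 genes). Its neighbour Lilr4b (chromosome 10, 51480632 to 51486703), a paralog that Fig. 4B also lists, rose from 79.4 ± 5.74 to 184 ± 13.1 RPM (SD, n = 3), a log2 fold change of 1.22. Counting could have split reads between the 2 paralogs, and another annotated gene overlaps both, so the separate values are uncertain. Fcgr3 (ENSMUSG00000059498, chromosome 1, 171051174 to 171064935), an Fc gamma receptor gene, had 15.5 ± 2.01 RPM in control cells and 36.1 ± 4.50 in mogrol-treated cells (SD, n = 3). Its log2 fold change was 1.22 (standard error 0.114, adjusted p = 2.6e-23 from the same edgeR test).
Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362) encodes the protease cathepsin K. It was far more abundant than the receptors, with 7801 ± 656 RPM in control cells and 3695 ± 136 in mogrol-treated cells (SD, n = 3). Its log2 fold change was -1.08 (standard error 0.079, adjusted p = 1.1e-34 from the same edgeR test). With each library left out in turn, that of Ctsk stayed between -1.12 and -1.01 and that of Lilrb4a between 1.08 and 1.21. When the fold change of Ctsk itself was tested against 2 with edgeR's glmTreat, the adjusted p-value was no longer under 0.05. The adjusted p-values of Lilrb4a, Fcgr3 and Ctsk rest on a spread between libraries estimated among the 109 selected genes alone. With that spread estimated over both tables, edgeR's quasi-likelihood test gave 2.2e-12 for Lilrb4a, 3.5e-09 for Fcgr3 and 2.5e-12 for Ctsk.

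**Figure D2:**
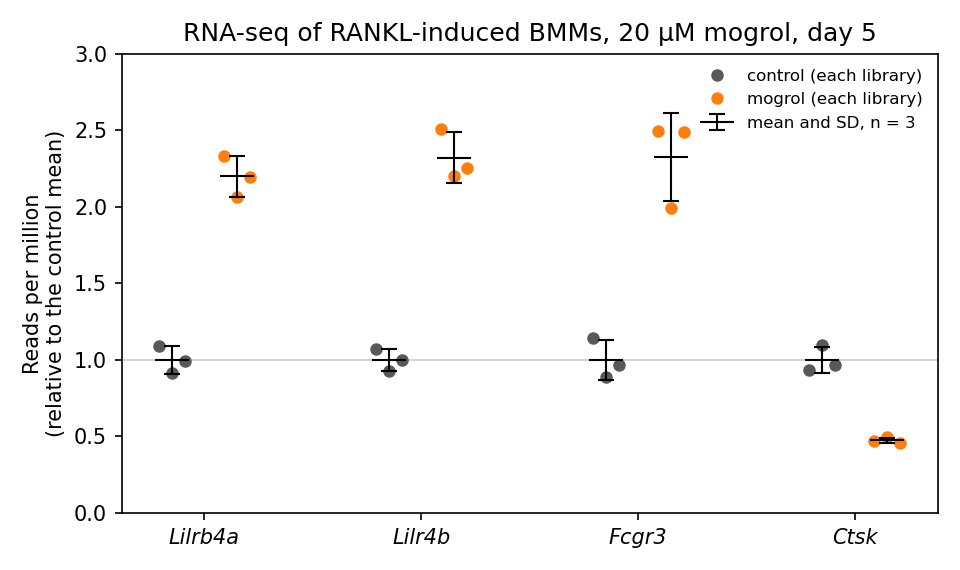
RPM of Lilrb4a, Lilr4b, Fcgr3 and Ctsk in each library, divided by the control mean of the gene. Points are libraries and bars give the mean and SD (n = 3). All 3 mogrol libraries lie above the control libraries for the receptor genes and below them for Ctsk.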

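Mmp9, Oscar and Acp5 are not among the 109 deposited genes. Acp5 (ENSMUSG00000001348, GRCm38 chromosome 9, 22126727 to 22135711) encodes tartrate-resistant acid phosphatase, the enzyme stained as TRAP. Its counts come from the supplementary table of all genes. It had 181966, 199804 and 179836 reads in the control libraries and 98971, 100211 and 98370 in the mogrol libraries. This was 10137 ± 499 RPM in control cells and 5414 ± 107 in mogrol-treated cells (SD, n = 3). The log2 fold change was -0.90 (standard error 0.0384, adjusted p = 3.5e-14 from edgeR's quasi-likelihood test over the 654 genes of that part with reads). It stayed between -0.93 and -0.86 with each library left out in turn, and was -0.53 with TMM scaling over the deposited genes alone. That scaling centres a set of genes that fell more than rose, so it raises the fold changes. Acp5 overlaps an antisense gene, whose reads were not separated from its own. The reads of Mmp9 and Oscar were not analysed here; the paper's reported log2 fold changes are -0.527 for Mmp9 and -0.776 for Oscar. The paper describes Lilrb4a and Fcgr3 as suppressors of osteoclastogenesis and Ctsk, Mmp9, Oscar and Acp5 as osteoclastogenesis genes. Its discussion proposes that mogrol may be related to osteoclast differentiation, from the rise of Lilrb4a and Fcgr3 and the fall of Acp5, Dcstamp, Mmp9 and Ctsk. The reads of Dcstamp were not analysed here.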

(Figure 4B). 

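The annotation column of the authors' deposited table assigns 5 of the 109 genes to the innate immune response. Among them Tnfsf4, Cybb and Clec5a were higher in mogrol-treated cells, whereas the neighbouring paralogs Ifit3 and Ifit3b, between which reads could have been split, were lower. Cybb (chromosome X, 9435252 to 9487771) rose from 95.2 ± 15.0 to 247 ± 6.66 RPM (SD, n = 3), a log2 fold change of 1.37 (standard error 0.085, adjusted p = 4.2e-45 from edgeR's quasi-likelihood test). With the spread between libraries estimated over both tables, the same edgeR test gave Cybb an adjusted p of 3.4e-12. Tnfsf4 had a log2 fold change of 2.32 and Clec5a one of 1.26. Ifit3 (chromosome 19, 34583531 to 34588731) fell from 11.1 ± 2.11 to 3.95 ± 0.215 RPM (SD, n = 3), and Ifit3b had a log2 fold change of -1.50. Among the genes assigned to negative regulation of the inflammatory response, Ptger4 and Cnr2 were higher, with log2 fold changes of 1.21 and 1.35. Ptger4 overlaps genes on the opposite strand. Read counts were low for Cnr2, with 42 to 49 reads in control libraries and 106 to 118 in mogrol libraries. No enrichment test was run, since the background of all genes was held only in part. In the paper's supplementary GO table, which lists 421 terms, the paper's p-value is 7.7e-05 for innate immune response and 0.000666 for negative regulation of inflammatory response. The paper's adjusted values are 0.15 and 0.334, and 3 terms of that table have one under 0.05.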

The GO analyses indicated that the biological processes innate immune response or the negative regulation of inflammation were enriched among the differentially expressed genes in mogrol-treated cells (Figure 4C). 

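The paper's KEGG table assigns 5 of the 109 genes to the osteoclast differentiation pathway. In edgeR's quasi-likelihood test 4 of them were higher in mogrol-treated cells, namely Lilrb4a, Lilr4b, Fcgr3 and Cybb, and Ctsk was lower. The 4 genes that rose encode immune receptors and an NADPH oxidase subunit. Their log2 fold changes lay between 1.14 and 1.37, beyond the spread between libraries, and none lost its call when any library was left out. Ctsk also kept its call with each library left out, at -1.12 to -1.01. Its call was lost under 2 alternatives, TMM scaling over the deposited genes alone, at -0.70, and glmTreat against a fold change of 2. That TMM setting centres a set of genes that fell more than rose, and it raised the log2 fold changes by a median of 0.37. It therefore could not test Ctsk and the 4 higher genes alike. For this pathway the paper's p-value is 3.7e-05 and its adjusted value 0.00144, with 57 of the selected genes and 14738 genes in all carrying a pathway annotation.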

KEGG analyses also showed that the mogrol affected osteoclast differentiation (Figure 4D).

**FIGURE 4:**
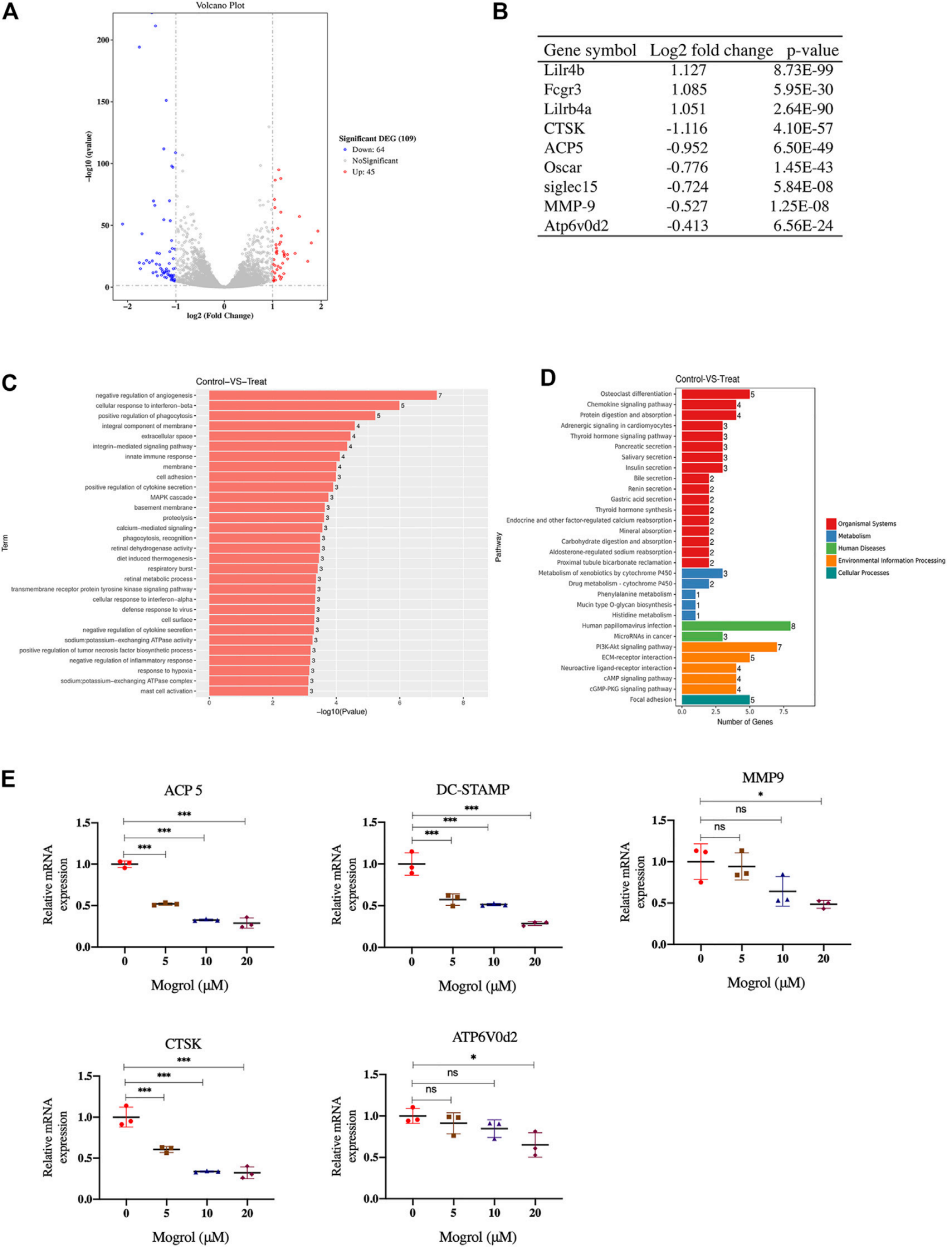
RNA-seq analysis and osteoclast marker gene expression examined by RT–PCR. Identification of genes that are regulated by mogrol. RNA was extracted from BMMs cultured with or without mogrol treatment for 5 days under RANKL stimulation. **(A)** Volcano plots of RNA-seq data in mogrol-treated BMMs compared to control BMMs. **(B)** The log2-fold change and *p* value of some osteoclastogenesis-related genes. **(C,D)** Gene Ontology. **(C)** GO terms are displayed by gene *p* values. **(D)** KEGG pathways in the differentially expressed genes are illustrated by gene numbers. **(E)** Mogrol inhibits osteoclastogenesis marker gene expression. The expression levels of *ACP5, DC-STAMP, MMP9, CTSK and ATP6V0d2* were measured using RT–PCR.

### Mogrol Inhibited Osteoclast-Specific Gene Expression

RT–PCR was utilized to confirm osteoclastogenesis marker genes expression, such as MMP9, CTSK, ATP6v0d2, ACP5, and DC-STAMP. The findings indicated that 20 μM mogrol dramatically decreased these gene expression during osteoclast development. (Figure 4E).

### Mogrol Suppressed the MAPK/NF-κB Signaling Pathway

The impact of mogrol on the MAPK and NF-κB signaling pathways was investigated using western blotting to determine the mechanism by which mogrol suppresses osteoclastogenesis. Western blotting indicated that the phosphorylation of JNK and p38 were dramatically suppressed by mogrol at 10 min, while ERK phosphorylation was inhibited at 5 or 10 min (Figures 5A,B). Meanwhile, mogrol inhibited the phosphorylation of P65 at 5 or 10 min and suppressed the degradation of IκBα at 5 min (Figures 5C,D). Immunofluorescence staining confirmed this discovery, showing that mogrol efficiently blocked P65 nuclear translocation, which is required for NF-κB activation (Figure 5G).

**FIGURE 5:**
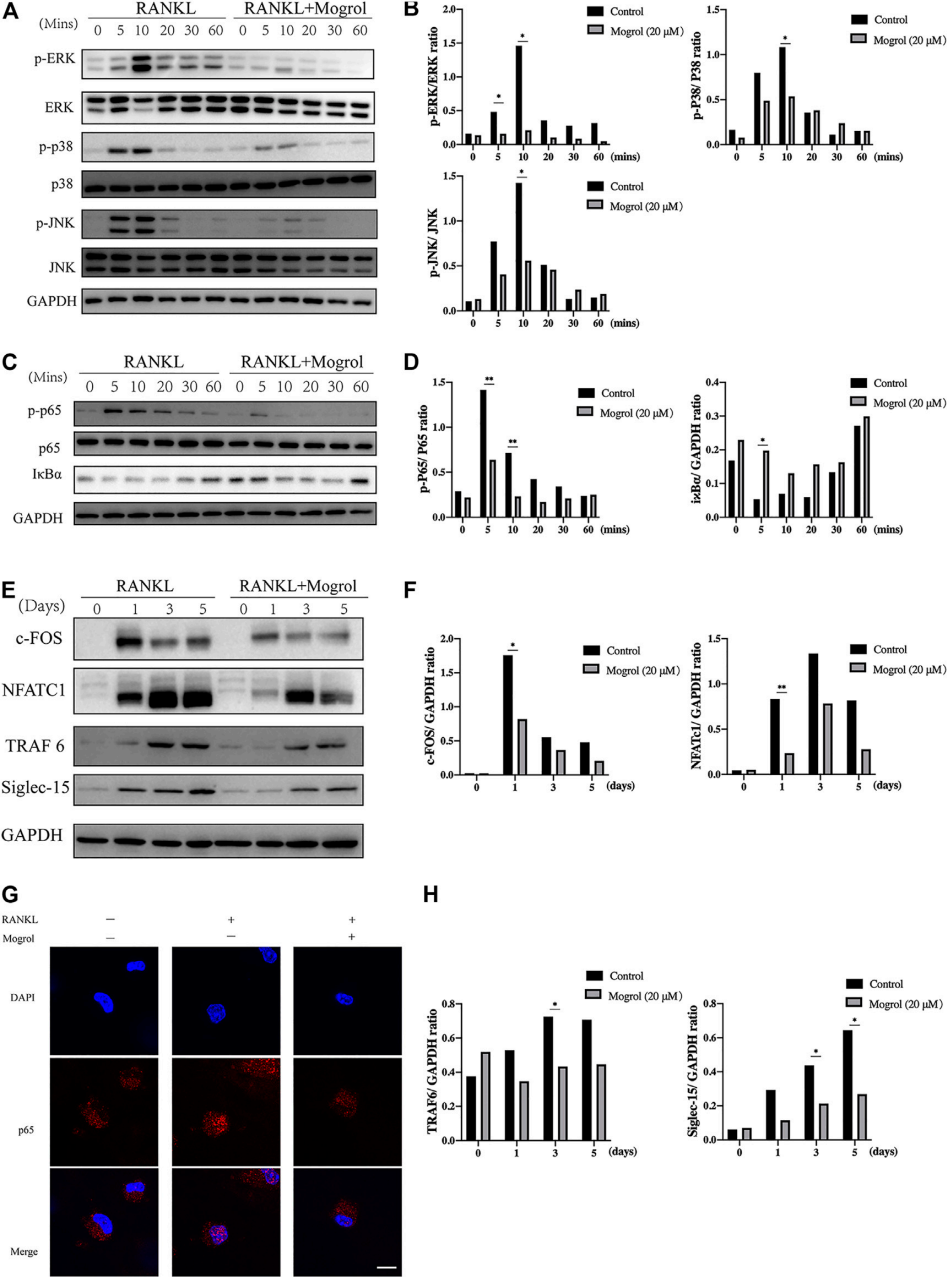
Mogrol inhibited the RANKL-dependent TRAF6/NF-κB/MAPK signaling pathways. **(A)** The impact of mogrol on RANKL-induced activation of ERK, JNK, and p38. BMMs were starved for 4 h with or without 20 μM mogrol following activation with 50 ng/ml RANKL at various time points (0, 5, 10, 20, 30, or 60 min). Specific antibodies were employed to identify the total and phosphorylated forms of ERK, JNK, and P38. **(B)** Phosphorylated ERK, JNK, and P38 Gy levels were quantified and normalized to total proteins. **(C)** RANKL-induced NF-κB p65 phosphorylation and IκBα degradation after mogrol treatment. **(D)** Using ImageJ, the gray levels of p65 or IκBα were measured and normalized to GAPDH (*n* = 3). **(E)** BMMs were cultivated with or without mogrol for 0, 1, 3, and 5 days with the stimulation of RANKL. The proteins were identified with antibodies against NFATc1, c-Fos, TRAF6, Siglec-15, or GAPDH. **(F,H)** The relative expression of NFATc1, c-Fos, TRAF6 and Siglec-15 normalized to GAPDH was quantified by the gray level using ImageJ. **(G)** Nuclear translocation of P65 was determined by immunofluorescence staining using a p65 antibody and secondary antibody (red) and observed using a confocal fluorescence microscope. Scale bar = 50 μm.

### Mogrol Inhibited Osteoclastogenesis Proteins Expression

Subsequently, c-FOS and NFATc1 were selected to demonstrate the effect of mogrol on downstream transcription factors. BMMs activated with RANKL were cultivated with or without 20 μM mogrol for 0, 1, 3, and 5 days. The results suggested that RANKL activation increased c-FOS and NFATc1 protein expression, but mogrol substantially reduced their expression at 1 day (Figures 5E,F). In addition, mogrol suppressed TRAF6 and Siglec-15 expression at 3 or 5 days (Figures 5E–H).

### Mogrol Relieved Bone Mass Loss in OVX Mice

Due to the encouraging findings obtained *in vitro*, the OVX mouse model was subsequently conducted to observe the inhibitory the effect of mogrol on osteoclasts *in vivo*. Mice were administered mogrol or normal saline every second day for 42 days. Micro-CT 3D reconstructions indicated that mogrol decreased bone loss of femurs in OVX mice. The quantitative analysis of micro-CT showed that the parameters BV/TV, Tb. Th, Tb. N and Cs. th of vehicle group were lower than sham group, while Tb. Sp and BS/BV were higher. However, BV/TV, Tb. Th, Tb. The N and Cs. th of the mogrol group were considerably higher than those of the vehicle group, while the BS/BV was inversely lower (Figures 6A,B). Histological assessment was conducted to further demonstrate the protective impact of Mogrol against bone loss after OVX. The Von Kossa results demonstrated that the BV/TV of the vehicle group was much lower than that of the sham group, while the BV/TV of the mogrol group was dramatically higher than that of the vehicle group (Figures 7A,C). Additionally, immunohistochemistry TRAP staining of femurs was used to assess the mogrol’s impact on osteoclasts in OVX mice. As shown in Figures 7B,C, Oc. The S/BS and N. Oc/B of the mogrol group were substantially lower than those of the vehicle group. The results of animal study suggested that mogrol might dramatically attenuate bone mass loss in OVX mice.

**FIGURE 6:**
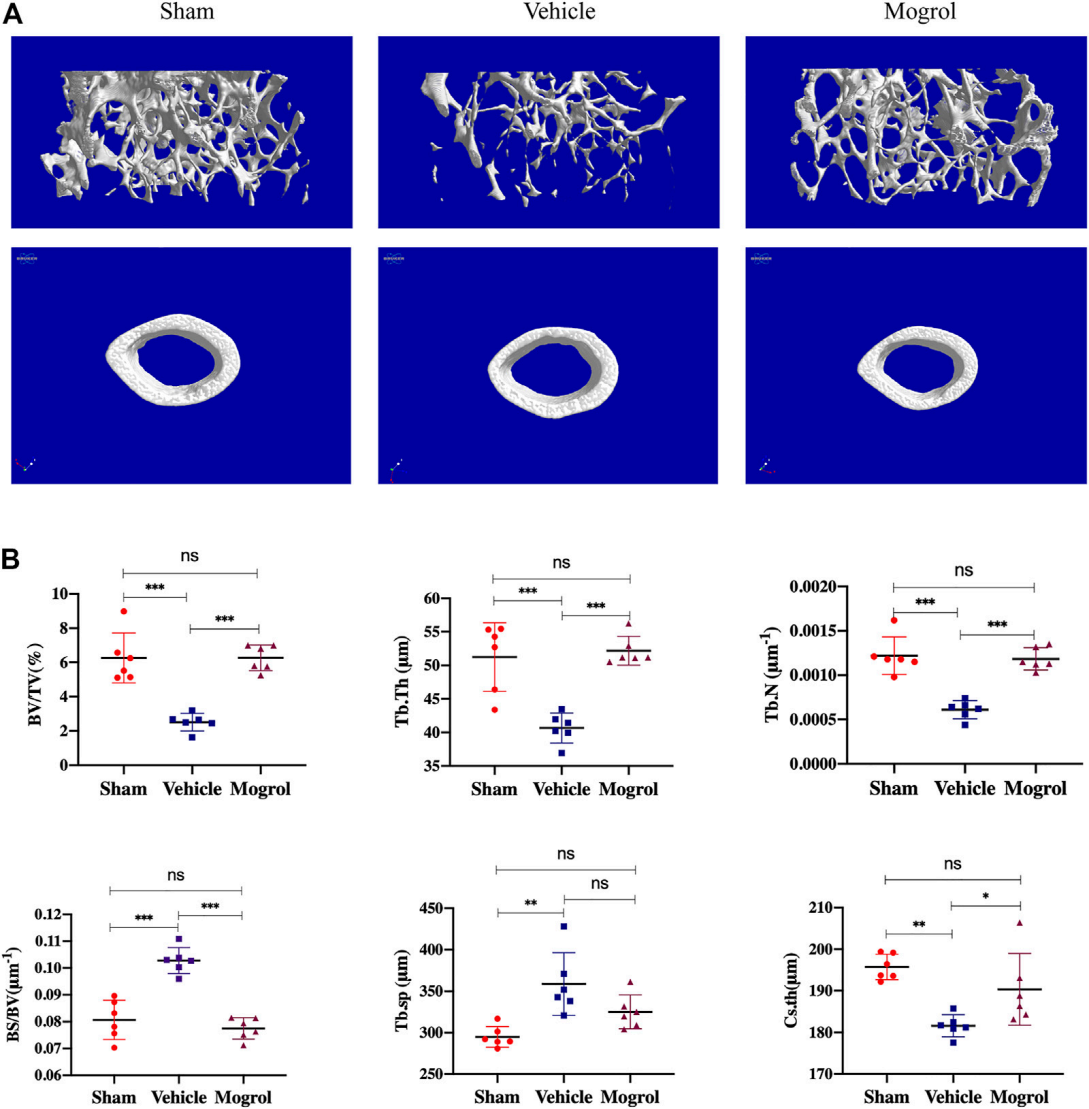
Mogrol inhibited bone mass loss in OVX mice. **(A)** 3D reconstructions of images from micro-CT scans for femurs from sham, vehicle, and mogrol groups. **(B)** Bone parameter quantitative analysis, comprising BV/TV, BS/BV, Tb. Th, Tb. N, Tb. Sp, and Cs. th. (*n* = 6).

**FIGURE 7:**
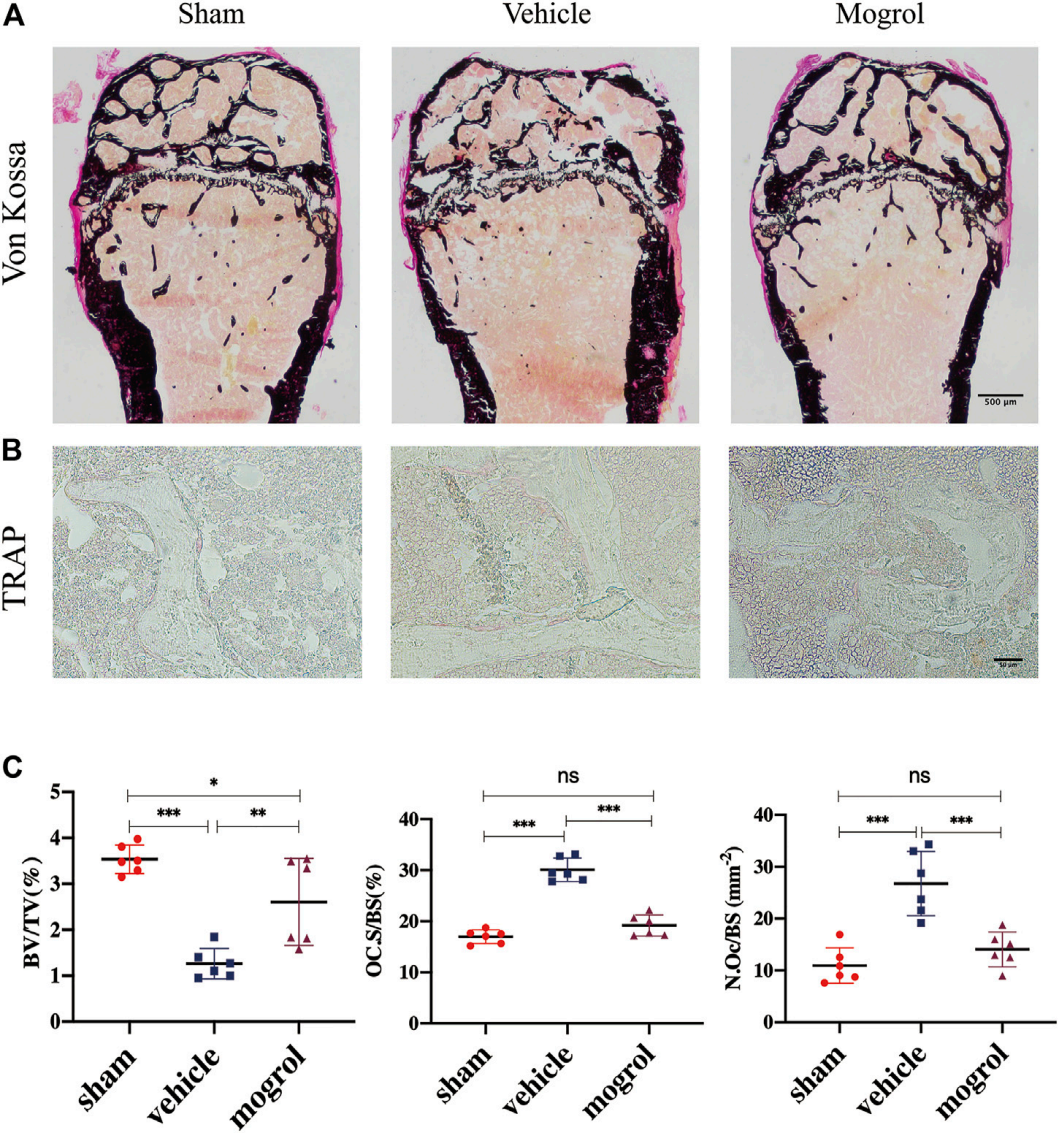
Mogrol relieved bone mass loss in OVX mice by suppressing osteoclast differentiation or activity. **(A)** Images of Von Kossa staining of the femurs. **(B)** Images of TRAP staining. **(C)** Quantitative analysis of BV/TV in Von Vossa, Oc. S/BS, and N. Oc/B in TRAP staining (*n* = 6).

## Discussion

Osteoporosis is the most common chronic bone metabolic condition and affects at least 200 million individuals globally over the age of 60 (Lane, 2006). As a result, there are more than 9 million fractures annually worldwide, with approximately one fracture every 3 s, due to osteoporosis. In particular, up to 40% of postmenopausal women suffer from osteoporosis (De Martinis et al., 2021). Moreover, 61% of osteoporotic fractures, including 70% of hip fractures, occur in women (Johnell and Kanis, 2006). Bone mineral density (BMD) is utilized in the clinic to identify and assess osteoporosis, which has a heritability of 0.6–0.8. Numerous osteoporosis susceptibility loci, including ESR1, LRP4, DAAM2, WNT 16, and SOX 6, have been found and investigated using multiomics techniques based on systems genetics and genomics. Of note, drugs targeting susceptibility loci are more effective in clinical trials than those without genetic support (Yang et al., 2020). In addition to genomics studies, single-cell RNA sequencing (scRNA-Seq) has been used in osteoporosis research. For example, multipotent human skeletal stem cells are capable of forming bone and cartilage by scRNA-Seq. Due to its superiority, scRNA-Seq supports the viability of exploring the underlying cellular mechanisms of osteoporosis (Chan et al., 2018). Additionally, the gut microbiota which affects bone metabolism is receiving increasing attention in osteoporosis research (Chen et al., 2017).

For osteoporosis treatment, different drugs have been exploited. These drugs include bisphosphonates, RANKL antibodies, SERMs, and bone-anabolic agents. However, side effects such as esophageal irritation, thromboembolic disease, hypercalcemia, and renal toxicity limit the use of these drugs (Curry et al., 2018; Langdahl, 2021). These side effects prevent osteoporosis patients from taking these anti-osteoporosis drugs, particularly bisphosphonates (Khosla and Hofbauer, 2017). As a result, there is still a need to discover new medications that are free of these adverse effects and could be applied long-term. Recently, natural plant extracts have been an attractive alternative drug for osteoporosis due to their low toxicity (Zhan et al., 2019; Lin et al., 2020; Wang et al., 2021). Our study showed that mogrol, an aglycon of mogroside extracted from *Siraitia grosvenorii* (Swingle), has an inhibitory impact on osteoclast differentiation and function *in vitro* and protects against bone mass loss in postmenopausal mice.

RANKL, a member of the tumor necrosis factor superfamily, is produced by osteoblasts and osteocytes in the skeletal system (Suda et al., 1999; Nakashima et al., 2011). When RANKL binds to RANK, which is abundantly expressed in preosteoclasts, it results in an increase in TRAF6, which further stimulates downstream signaling pathways during osteoclastogenesis (Kobayashi et al., 2001). For example, in the NF-κB signaling pathways, the recruitment of TRAF6 induces the phosphorylation of IκBα, leading to its subsequent degradation. Following IκBα breakdown, P65 is phosphorylated and transported from the cytoplasm to the nucleus, activating downstream transcription factors during osteoclastogenesis. (Jimi et al., 2019). It has been demonstrated that mogrol exerted neuroprotection against memory impairment and neuroinflammation by inhibiting the NF-κB signaling pathway (Chen et al., 2019). As shown by western blotting, mogrol inhibited IκBα protein degradation and p65 phosphorylation. Furthermore, the immunofluorescence staining results demonstrated that mogrol blocked RANKL-activated p65 nuclear translocation. These results demonstrated that mogrol inhibited the NF-κB signaling pathway to suppress osteoclast formation.

RANKL also activates the MAPK signaling pathway, which is comprised of the proteins JNK, P38, and ERK during osteoclastogenesis. Concurrent with NF-κB signaling pathway activation, TRAF6 recruitment induces the formation of a complex including TAK-1 and TAB. TAK1 stimulates IKKs and MKKs, resulting in the phosphorylation of JNK1, JNK2, and p38 MAP kinases. IKKβ activates protein kinase Tpl2 (MAP3K8) as a component of the IKK complex, and subsequently MEK1 and MEK2 are activated (MAP or ERK) (Strickson et al., 2017). Previously published research established that mogrol inhibited leukemia cell proliferation by suppressing ERK1/2 phosphorylation (Liu et al., 2015). Our Western blotting analysis indicated that mogrol suppressed the phosphorylation of ERK, P38 or JNK in the MAPK signaling pathway. Therefore, the NF-κB and MAPK signaling pathways were blocked by mogrol. We next demonstrated that mogrol reduced the levels of TRAF6 in BMMs using western blotting. Mogrol, on the other hand, has a suppressive impact on TRAF6. TRAF6-related downstream signaling pathways, including MAPK, NF-κB, and ROS, are regulated by K63- or K48-linked ubiquitination. K63-linked ubiquitination of TRAF6 activates TAK-1, which is upstream of MAPKs and the NF-κB pathway, as described above. Act1 was identified to mediate K63-linked ubiquitination of TRAF6 (Wu et al., 2015). In contrast, TRAF6 degradation is promoted by K48-linked ubiquitination, which suppresses RANKL-induced osteoclastogenesis. Different molecules, such as IPMK, RNF19a and TRIM38, were identified as regulators of the K48-linked ubiquitination of TRAF6 (Kim et al., 2017; Wu et al., 2017). Recent research has discovered that some natural extracts promote TRAF6 degradation by enhancing K48-linked ubiquitination, such as icartin (Tan et al., 2017) and curcumenol, which suppress IPMK (Wang et al., 2021). There is a possibility that mogrol inhibits osteoclastogenesis by affecting the regulator of K63- or K48-linked ubiquitination. Nevertheless, further research on the underlying mechanism is required.

The c-Fos and Jun proteins, downstream of the NF-κB and MAPK signaling pathways, were dimerized to form AP-1, which was recruited to the promoter region of the NFATc1 gene to induce its expression, which subsequently promoted a variety of osteoclastogenic genes expression, such as Dcstamp, Atp6v0d2, ACP5, MMP9 and Ctsk. To determine how expression was altered by mogrol in RANKL-induced BMMs, RNA-seq was conducted. The RNA-seq results demonstrated that mogrol may be related to osteoclast differentiation, such as by upregulating the osteoclast inhibitory factors lilirb4a and fcgr3 or downregulating osteoclastogenesis-related genes such as ACP5, Dcstamp, MMP9 and Ctsk. Then, using real-time PCR, we demonstrated that mogrol reduced osteoclastogenic gene expression in BMMs. Consistent with the osteoclastogenesis results, mogrol decreased NFATc1 and c-Fos expression. Thus, we hypothesized that mogrol blocks osteoclast formation by inhibiting the NF-κB and MAPK signaling pathways by reducing TRAF6. Interestingly, we found that mogrol also suppressed Siglec-15 expression. Siglec-15 appears to promote the activation of ERK, AKT, or PI3K to modulate osteoclast differentiation as a member of the Siglec family of glycan-recognition proteins. Murine BMM and human osteoclast precursor differentiation into osteoclasts was suppressed by utilizing anti-Siglec-15 antibodies. There are still undisclosed signaling pathways regulated by Siglec-15 in osteoclast differentiation. Mogrol inhibited osteoclast fusion, as shown by TRAP staining, which was consistent with the western blot findings showing Siglec-15 suppression. However, it is unclear whether the inhibitory effect of mogrol on Siglec-15 is due to direct influences or reductions in the number of mature osteoclasts. It is worthwhile to further explore.

Finally, we also showed that intraperitoneal treatment with mogrol relieved bone mass loss in OVX mice *via* suppressing osteoclast activity, according to micro-CT and histological assessment. Interestingly, mogrol also rescued bone cortex thinning induced by OVX. Estrogen is essential for bone development and remodeling. Menopause or surgical ovariectomy results in trabecular and cortical bone loss by increasing osteoclast production and function. Endocortical resorption was increased after estrogen withdrawal in cortical bone (Väänänen and Härkönen, 1996). In addition, the production of inflammatory cytokines and RANKL promote cortical bone erosion by stimulating osteoclast differentiation and resorptive activity in bone disorders (Schett and Gravallese, 2012). These results indicated that osteoclasts are an important factor in bone metabolism. As shown in our results, in OVX mice, mogrol reduced cortical and trabecular bone loss, likely by inhibiting osteoclast development and activity *in vivo*. Notably, though a single dose treatment for OVX-mediated bone loss is limited, this is a first study to assess the effect of mogrol in pathological animal model of postmenopausal osteoporosis in detail. Additionally, due to the pharmacodynamics and pharmacokinetics of mogrol are largely unclear, further studies focusing on the magnitude of mogrol need to address the optimization of dosing and delivery strategies for ameliorating bone loss.

In conclusion, our study indicated that mogrol suppresses osteoclastogenesis and resorption by inhibiting the RANKL-dependent TRAF6/NF-κB/MAPK signaling pathway and relieved bone mass loss in postmenopausal mice. These findings demonstrate that mogrol could be an attractive natural extract to be used as a nontoxic drug for treating osteoclast-mediated osteolytic disorders such as osteoporosis.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE196742.

# Supplementary material for: Mogrol Attenuates Osteoclast Formation and Bone Resorption by Inhibiting the TRAF6/MAPK/NF-κB Signaling Pathway In vitro and Protects Against Osteoporosis in Postmenopausal Mice
**Source:** Front Pharmacol. 2022 Mar 9;13:803880. doi: 10.3389/fphar.2022.803880
**Supplement:** Supplementary file 1

Table 2. Osteoclastogensis related genes

| Gene symbol | Log2 fold change | p-value |
| --- | --- | --- |
| Lilr4b | 1.127 | 8.73E-99 |
| Fcgr3 | 1.085 | 5.95E-30 |
| Lilrb4a | 1.051 | 2.64E-90 |
| CTSK | -1.116 | 4.10E-57 |
| ACP5 | -0.952 | 6.50E-49 |
| Oscar | -0.776 | 1.45E-43 |
| siglec15 | -0.724 | 5.84E-08 |
| MMP-9 | -0.527 | 1.25E-08 |
| Atp6v0d2 | -0.413 | 6.56E-24 |

How the deposited data were processed for this re-analysis (not part of the article)

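RNA-seq was performed by the authors on 3 control libraries and 3 mogrol libraries of RANKL-induced BMMs (30 ng/ml RANKL, 0 or 20 μM mogrol, 5 days). The authors aligned reads with Hisat2 and deposited 1 table of 109 genes that they had filtered to an adjusted p-value under 0.05 and an absolute log2 fold change above 1. The table holds the authors' raw read counts per gene and library, not normalized. It also holds the authors' FPKM values, which are the counts scaled by gene length and by the total reads of the library, rounded to 2 decimals. The deposited mean normalized count, a signal averaged over the 6 libraries, was made by the authors with DESeq2 size factors. The deposited log2 fold changes and their standard errors, the test score (the fold change divided by its standard error), and the p-values with their Benjamini-Hochberg adjustment come from the authors' DESeq2 analysis with data-driven priors. The paper's text names no counting program, genome build or use of strand.

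Samples were grouped by the condition and replicate number in their labels. Library totals were recovered from the FPKM, count and gene length columns and lay between 18097882 and 18652439 reads. The size factors of the authors were recovered from the mean normalized counts by least squares, with a largest relative residual of 4.3e-10. Per-gene values are given as RPM (reads of a gene scaled by the library total), with the SD over 3 libraries. Counting precision depends on the reads behind a gene, whose mean per library ran from 16.7 to 105882 over the 109 genes. For 15 genes it was under 50. Counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) without filter or covariate, and a gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Standard errors were taken as the size of the log2 fold change divided by the square root of the test's F value. Because the 109 genes were selected by the authors on the same libraries, these tests and the adjustment over 109 genes are not independent of that selection. The paper's supplementary table of all genes was used for 716 of its 55401 rows, ordered by gene identifier, and 654 genes with reads were tested. Of the paper's supplementary table of test results, 636 of 55401 rows were used, the ones with the smallest p-values. No enrichment or overlap test was run on either.

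The edgeR procedure was tried on simulated counts for 760 genes, of which 200 were changed by a log2 fold change of 1.5. It called 181 of the 200 changed genes, including all 151 with a mean of at least 50 reads, and 1 of 560 unchanged genes. The simulated genes were fitted together, and most of them were unchanged. The main test was fitted to the 109 selected genes alone, some with fold changes near the limit. The simulation therefore does not check the main test in that setting. Alternatives covered other size factors, TMM, DESeq2 1.42.0 with and without a normal prior, a dispersion shared with the supplementary genes, a test of the fold change against 2 (glmTreat), a filter at a mean of 50 reads, limma 3.58.1 on log2(FPKM + 0.1) and log2(FPKM + 1), the replicate number as a block, and each library left out in turn. Genes named are those that the paper names, the 5 largest increases and 5 largest decreases with groups that do not overlap, the genes of the pathway and GO terms at issue, and members of 5 lists (stromal, osteoclast, macrophage, cell cycle and interferon genes). The values of some list members had been seen in the supplement before listing. Galnt6 and Igfbp5, and the genes past 2-fold in the supplementary part, lie outside this rule and were named after their values were seen. Gene positions and overlaps were taken from the deposited table and the GENCODE annotation of GRCm38 (release M21), which held all 109 identifiers, 107 with the same start and end. RT-PCR, western blot and animal data were not analysed here beyond the paper's own values.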

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

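The tests in this part were chosen after the values were seen, and the genes come from the supplementary table of all genes, of which 716 of 55401 rows were used. Groups of 3 libraries are too small for a test of single outlying libraries.

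In data that the paper does not discuss, both genes of the cell cycle list with counts were higher in mogrol-treated cells, with a median log2 fold change of 0.70. Mcm2 rose from 43.6 ± 3.59 to 65.7 ± 1.60 RPM (SD, n = 3), a log2 fold change of 0.59 (adjusted p = 3.2e-08 from edgeR's quasi-likelihood test). Cdc45, which overlaps Ufd1 on the opposite strand, had a log2 fold change of 0.80 (adjusted p = 4.3e-06 from the same edgeR test). For both genes the 3 mogrol and 3 control libraries did not overlap, which chance gives, counting either direction, for 10% of genes. The list has 22 genes, so these are a small part of it. Scaling by library totals does not account for the rise, because with the size factors implied by the authors' mean counts the median was still 0.63 and both genes stayed past the threshold. A larger share of dividing precursor cells in the mogrol cultures remains a hypothesis that was not tested.

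In the same part of that table, 8 genes outside the deposited table were more than 2-fold higher in mogrol-treated cells with an adjusted p-value under 0.05 and with groups that do not overlap. They were named after their values were seen, and Celf2 had the most reads, with 491 per control library and 1012.3 per mogrol library and a log2 fold change of 1.06 (standard error 0.0723). The others were Axin2, Ebi3, Gstm7, Ccl3, Icosl, Cyp4f18 and Foxn1, with at most 43 reads per control library on average. Foxn1 had at most 3 reads in each control library, so the size of its rise is uncertain. With DESeq2 and a normal prior the log2 fold changes of these 8 genes were 0.25 to 0.93, so none of the 8 was past 2-fold under that alternative. The width of that prior came from the supplementary genes at hand, so its shrinkage can differ from that of the authors. Wnt9a, also named after its value was seen, was more than 2-fold lower with an adjusted p-value under 0.05. It had 129.7 reads per control library and 62 per mogrol library on average, a log2 fold change of -1.05 (standard error 0.162). With DESeq2 and a normal prior that value was -0.84. No biological explanation was tested for any of these genes.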

How the results depend on the processing

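The alternatives were fixed before the data were examined, and the counts of splits were chosen after the results were seen. The main counts were 45 genes higher and 62 lower. With the size factors implied by the authors' mean counts, with median-of-ratios size factors and with DESeq2 without shrinkage, the same 107 genes and also Galnt6 and Igfbp5 were called, giving 45 and 64. TMM over the deposited genes alone left 45 higher and 36 lower, because it centres a set of genes that fell more than rose, and it shifted the median log2 fold change by 0.37. The share of higher genes among those called moved from 42.1% to 55.6% under it. Limma on log2(FPKM + 1) left 25 higher and 27 lower, since the added 1 shrinks the fold change of genes with low FPKM. The other settings stayed within 1.5 times of the main counts. DESeq2 with a normal prior gave 31 higher and 47 lower. The width of that prior came from the 654 supplementary genes with reads, so it is not the authors' prior. Stmn2 was 0.86 under it, against 1.16 in the authors' deposited table. GlmTreat gave 43 and 51, and limma on log2(FPKM + 0.1) 45 and 61. The filter at 50 reads gave 41 and 51 of the 94 genes it kept. A dispersion shared over both tables gave 45 and 62. Under it the adjusted p-value of Lilrb4a from edgeR's quasi-likelihood test was 2.2e-12, against 1.7e-33 in the main fit.

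Across the 6 fits that each left out one library, 45 genes were higher and from 60 to 63 were lower. The genes that lost their call in any of them were Col6a2 (down to -0.97, without control replicate 3, mogrol replicate 1 or mogrol replicate 2), Dennd2a (-0.99 without control replicate 2), and Lat (-0.97) and Sntb1 (-0.95) without mogrol replicate 1. No deposited gene changed sign in any alternative. The osteoclast differentiation genes higher with mogrol numbered 4 under every alternative. Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes higher, as many lower, as many pathway genes in one direction and as many genes past the adjusted p-value in the supplementary part. With 10 splits the share cannot fall below 0.1, and the deposited genes were chosen on the real split.

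Acp5 kept its direction under every alternative, from -0.98 to -0.53. It lost significance only when its log2 fold change of -0.90 was tested against 2-fold with glmTreat. Leaving out libraries gave -0.93 to -0.86. The Cochran Q across the stromal genes, 509 in the main fit, lay between 328 and 929 and passed its threshold under every alternative that gives standard errors, which glmTreat does not; leaving out libraries gave 329 to 601. Single genes reversed in 1 setting, TMM over the deposited genes alone, in which Serpinf1 moved to 0.25 and H19 to 0.10. Of 654 values of single genes under alternatives, 55 became weaker and 10 stronger.

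With the replicate number as a block (replicate block), 45 genes were higher and 62 lower, 4 pathway genes were higher, Acp5 had a log2 fold change of -0.90 and the Cochran Q was 632; no call among the deposited genes changed. Nothing in the paper says that the numbers pair the libraries. Deviations of same-numbered libraries from their group means correlated at 0.018, 0.396 and 0.0042 over the deposited genes and at 0.003, 0.0323 and -0.0214 over the supplementary genes (across genes, which are not independent replicates), so the numbers were not taken as pairs. Depth limits the fold changes of the 15 genes with a mean under 50 reads.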

Differences from the paper's values

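The log2 fold change of Lilr4b was 1.22 against the paper's 1.127, that of Fcgr3 1.22 against the paper's 1.085, and that of Lilrb4a 1.14 against the paper's 1.051. Each gap is slightly larger than the larger of the standard errors. Among the alternatives set before the data were examined, the gaps were within the larger standard error for all 3 genes with the size factors implied by the authors' mean counts (1.15, 1.15 and 1.07), with median-of-ratios size factors, with both DESeq2 fits, with limma on FPKM at either pseudocount, and with control replicate 2, control replicate 3 or mogrol replicate 1 left out. They were so for Lilrb4a alone with the filter at 50 reads, and for Fcgr3 and Lilrb4a with mogrol replicate 3 left out. For Lilrb4a in these last settings (1.14 in each), and for Lilr4b with control replicate 3 left out (1.22), the value did not come closer to the paper's and only the standard error was larger. The gaps stayed larger than that error for all 3 with TMM over the deposited genes, the dispersion shared over both tables, glmTreat, the replicate block, control replicate 1 left out and mogrol replicate 2 left out.

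The paper lists Galnt6 and Igfbp5 among the downregulated genes, whereas here their log2 fold changes were -0.95 and -0.99. Both were called with the size factors implied by the authors' mean counts, with median-of-ratios size factors and with DESeq2 without shrinkage. Galnt6 was also called by DESeq2 with a normal prior, and Igfbp5 when control replicate 1, mogrol replicate 1 or mogrol replicate 2 was left out.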

Other observations

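Of the tests in this part, the Cochran Q of all stromal genes was set in advance, and the others, its subsets included, were chosen after the values were seen.

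Genes of the stromal list with counts, typical of fibroblasts and osteoblasts, fell in mogrol-treated cells. The exceptions were Serpinf1 and H19, which rose under TMM over the deposited genes alone. The fall is stated for the list only. Among collagen genes outside it, Col18a1 rose, with a log2 fold change of 0.49, whereas Col5a3 (-0.76) and Col10a1 (-1.34) fell. In the part used of the paper's test results, 13 of 14 listed genes were lower. The other, Timp3, was higher, with the paper's log2 fold change of 0.44 (standard error 0.0361), and its reads were not analysed here. Of the 25 listed genes 8 had counts, and 4 of those had been selected by the study on these libraries. Col1a1 was the most abundant, with 2138 ± 101 RPM in control cells and 1381 ± 45.8 in mogrol-treated cells (SD, n = 3), a log2 fold change of -0.63. Postn had -1.44, Col3a1 -1.37, Thbs2 -1.14, Col6a2 -1.01, Col6a1 -0.80, H19 -0.27 and Serpinf1 -0.12. A lower share of stromal cells would lower all of them by one factor. The falls differed by far more than their standard errors, with a Cochran Q of 509 on 7 degrees of freedom over the 8 genes. It was 208 over the 4 genes that the study had not selected and 74.4 over the 4 collagens of the list. Without Serpinf1, the gene whose removal lowered the evidence most, it was 184. A lower share alone is therefore argued against. A trend with gene length is argued against as well, since the trend over 505 supplementary genes predicts a median of 0.0748 at the length of the stromal genes, where -0.90 was observed. A change of expression within such cells, or another source of these transcripts, stays open.

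Osteoclast genes with counts fell, namely Ctsk (-1.08), Ckb (-1.03), Acp5 (-0.90) and Tcirg1 (-0.41). The fall of Tcirg1 was lost under TMM over the deposited genes alone, where it was -0.04 and not significant. A lower share of osteoclasts acting alone would lower these genes by one factor. Over all 4 genes the falls differed by more than their standard errors, with a Cochran Q of 133 on 3 degrees of freedom. Without Tcirg1, a removal made after its value was seen, the Q of the other 3 genes was 5.07 on 2 degrees of freedom. The unequal falls are not those of Tcirg1 alone, since the paper's log2 fold changes of 4 further listed genes are -0.78 (standard error 0.0561) for Oscar, -0.77 (0.0818) for Clcn7, -0.41 (0.041) for Atp6v0d2 and -0.32 (0.0379) for Src, against the paper's -1.12 (0.0701) for Ctsk. A lower share as one common factor is therefore argued against, although Ctsk and Ckb had been selected by the study. This reading was reached after the values were seen. Under an earlier rule, which asked that the Q stay past its threshold with each gene left out, the question was undecided. A change of expression per cell, or a lower share together with expression of some of these genes in other cells, stays open and was not tested. The 3 genes of the macrophage list with counts, all selected by the study, rose with a median log2 fold change of 1.22. They are Lilr4b, Fcgr3 and Lilrb4a, the receptor genes described above, so they are not separate evidence of a macrophage signal. By the paper's own values, TRAP-positive multinucleated cells at 20 μM were 0.0845 of the control number and Ctsk by RT-PCR was 0.322 of control, whereas by RNA-seq the reads of Ctsk were 47.4% of control. The paper's RT-PCR ratio for ACP5 is 0.289, against 53.4% for Acp5 by RNA-seq. These are unlike measures: cells per well, RT-PCR scaled to β-actin, and RNA-seq scaled to library totals. Unequal ratios are therefore not a discrepancy by themselves.

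All 5 genes of the interferon list with counts were lower in mogrol-treated cells, with a median log2 fold change of -1.51, but 4 of them had been selected by the study. Mx1, which had not, had a log2 fold change of -0.96 (adjusted p = 0.0246 from edgeR's quasi-likelihood test) with 57, 26 and 33 reads in the control libraries. Without control replicate 1 it was -0.57 and no longer significant (adjusted p = 0.222 from the same edgeR test). Without mogrol replicate 1 (-0.97) or mogrol replicate 2 (-0.87) it was not significant either. The adjusted p-value ran from 0.00418 to 0.222 when libraries were left out, and from 0.00467 to 1 over the other alternatives. The highest control count was in control replicate 1 for Isg15, Ifit3 and Ifi44 as well, but in control replicate 3 for Ifi205. A higher interferon response in that library alone is argued against for the 4 selected genes. Without it they stayed called, with log2 fold changes of -1.31 for Isg15, -1.33 for Ifit3, -1.40 for Ifi44 and -1.92 for Ifi205 (median -1.36), and Ifit3 had 171 and 195 reads in the other control libraries against 70, 70 and 77 in the mogrol libraries. For Mx1 it cannot be told apart from an effect of mogrol, because without that library the fall shrank to -0.57 and was not significant. Mx1 also has few reads, but whether that is the reason was not tested.

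Of the 651 supplementary genes outside the deposited table, 226 (34.7%) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 149 higher and 77 lower. Of those, 9 were past 2-fold, 8 of them higher and 1, Wnt9a, lower. The excess of higher over lower genes holds for scaling by library totals only. With the size factors implied by the authors' mean counts each log2 fold change lies 0.07 lower, and some of the significant rises were near that size. The higher and lower genes were not counted separately under other scalings, so how far the excess depends on scaling cannot be told. The number past the adjusted p-value ran from 143 with limma on log2(FPKM + 0.1) to 482 with TMM over the deposited genes alone, and it was 0 with glmTreat, which tests against 2-fold, where 6 genes had an unadjusted p-value under 0.05.

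The size factors of the authors, set against the library totals, were 0.07 higher on the log2 scale in mogrol-treated cells. Fewer reads taken by a few abundant genes would give such a shift. The 11 genes at hand with at least 0.1% of the control reads went from 3.92% to 2.37% of the reads, which gives a shift of 0.0232. Whether the abundant genes not analysed here give the rest cannot be told apart from other causes.

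The fold changes of the deposited genes were larger than the authors' shrunken values for 91 of 109 genes, by a median of 0.18 on the log2 scale over all 109. The gap grew as reads fell (Spearman rho -0.868 across genes, which are not independent replicates). In the paper's supplementary table of test results, used for its 636 smallest p-values of 55401, the paper's log2 fold changes of the 14 cell cycle genes found there are all positive, as are those of the 8 macrophage genes. Those of the 8 osteoclast genes and the 5 interferon genes are negative, and of the 14 stromal genes 13 are negative and 1, Timp3, is positive. No test was run on those values, since they were listed by their p-value.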
